A study of Mus musculus with 19 samples.

How the data were processed

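RNA was measured in 19 libraries of ribosomal-RNA-depleted total RNA, each from the dorsal hippocampus of 1 male C57BL/6J mouse aged 2 to 4 months. Per the labels, the mice belonged to 2 experiments and carried or lacked a transgene called DN and the tetracycline transactivator tTA, which switches on transgenes under a tet promoter. The values used were whole-number counts per gene, deposited by the authors as 1 table of 51789 genes with versioned Ensembl identifiers. Per the labels' protocols, RNA was extracted with Trizol and libraries were made with a TruSeq kit and Ribo-Zero Gold. The aligner, the counting tool, the genome build, the annotation and the use of strand were stated neither in the table nor in the labels. Strand and multiply mapped reads decide how overlapping genes and near-identical copies share counts, so values of such genes are uncertain. The table named no mitochondrial gene, and 12594 genes had no count in any library.

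Each column name matched the sample name given in the description of 1 library and of no other, and group, tTA genotype and replicate number were taken from the labels. Gene symbols, positions and exon numbers came from GENCODE release M21 on the GRCm38 assembly. That annotation held 51596 of the 51789 identifiers, 47611 of them in the same version, and 193 were absent from it. The exon number of a gene counts distinct annotated exons over its transcripts. Totals ranged from 22258159 to 66991576 counts per library. Replicates of a group differed by more than counting noise: the chi-square per degree of freedom between 2 libraries of a group ranged from 4.73 to 73.8, over genes with at least 20 counts. No library was therefore counted as a repeat of another. Reads without molecular identifiers are not independent molecules, and counting error is only part of the error given by the replicates.

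Each experiment was fitted alone, because the experiments shared no group and are separate batches by the labels. The tests were edgeR 4.0.16 quasi-likelihood F tests (glmQLFit with robust dispersion, two-sided) after TMM scaling and filterByExpr, in R 4.3.3, with Benjamini-Hochberg adjustment over the genes tested. A gene was called at an adjusted p under 0.05. The first comparison set DN mice against control mice, all tTA+ and all exposed to SOR (experiment 1, 5 against 6 libraries). The second set SOR against homecage control mice (experiment 2, 4 against 4). The third set tTA+ against tTA- mice of experiment 2 (5 against 3) with exposure in the model. Standard errors were computed as the absolute log2 fold change divided by the square root of F. Levels are CPM values scaled by TMM (counts relative to the library total) computed from the deposited counts, given as mean ± SD. The simulated check drew counts for the real genes, each independently, with 200 genes changed by 1 log2 unit up or down. Those 200 were taken from genes with an average log2 CPM above 1. The check therefore does not test smaller changes or lists of correlated genes. It recovered all 200 in the design of the first comparison among 22391 genes, with 17 false calls. It recovered 171 of 200 in the second among 22305 genes, with 7 false calls, and 174 of 200 in the third among 22904 genes, with 8 false calls.

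The samples, the tests, the gene lists, the rule for naming genes and all alternatives except 2 were fixed before the data were examined. The rule named Nr4a1, Nr4a2 and Nr4a3 first. It then took, per comparison, up to 5 higher and 5 lower called genes with the smallest p among those whose groups did not overlap in log2 CPM. Called members of the fixed lists, genes called in both experiments, Hspa5 and Xbp1 completed it. The fixed lists were endoplasmic reticulum (ER) chaperones (18 genes), activity-regulated genes (20), genes beside a forebrain tTA insertion on chromosome 12 (6), and markers of choroid plexus (8), blood (5) and oligodendrocytes (8). Each list was tested in each of the 3 comparisons with limma 3.58.1 camera at a preset correlation of 0.01, and with camera at an estimated correlation and fry beside it. Values were adjusted over the 18 tests. A library's list score is the mean over the list of log2 CPM (prior count 2) centred on the mean of each gene in that experiment. Scores were compared by exact two-sided permutation of the library labels. Those of the tTA comparison leave exposure out. Further lists, tested for the closing section only, held markers of granule cells (10), CA1 (6) and CA3 (6), glucocorticoid-regulated genes (10) and clock genes (11). They were written after the main results were seen and before these lists were tested, and were adjusted over 15 tests.

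The alternatives were an adjusted p under 0.1, size factors as in DESeq2, upper quartile scaling, no filter on low counts, at least 10 counts in every sample, DESeq2 1.42.0, limma-voom, 1 surrogate variable (sva 3.50.0), all 19 libraries in 1 fit, the replicate number as a block, tTA as a covariate, tTA+ mice alone, and each library left out in turn. Other splits of the libraries into groups of the same sizes were refitted to count how often they gave as many calls. For experiment 1, 100 splits were drawn. For experiment 2 all 35 splits into 4 and 4 and all 56 into 5 and 3 were used.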

Results

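Gene expression was measured by RNA sequencing in the dorsal hippocampus of 19 male mice. In experiment 1 every mouse carried tTA and had been exposed to SOR, a condition that the labels give by its abbreviation only. Of these mice, 5 also carried DN, a transgene for a dominant-negative form of the Nr4A transcription factors, and 6 were controls without it. In experiment 2 every mouse lacked DN, and 4 control mice exposed to SOR were set against 4 kept in the homecage. Among the SOR mice of experiment 2, replicate 1 was tTA- and the other 3 were tTA+. Among the homecage mice, replicates 1 and 2 were tTA- and replicates 3 and 4 were tTA+. The study concerned ER chaperones, the proteins that fold other proteins in the endoplasmic reticulum, and the consolidation of memory.

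Libraries of experiment 1 held 30882654 to 43751761 counts in the DN group and 30855629 to 47992063 in the controls. In experiment 2 they held 22258159 to 48377211 counts after SOR and 29271465 to 66991576 in the homecage. SOR replicate 3 of experiment 2 was the smallest library, with 22258159 counts and 27815 genes detected, against 30974 to 31141 genes in the other 3 SOR libraries. The biological coefficient of variation was 0.0940 in experiment 1 and 0.169 in experiment 2, so differences of a given size were more easily called in experiment 1. Every library had the counts of a male: Xist had 2 to 41 counts and Ddx3y had 2073 to 7557.

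The 3 Nr4a genes were examined first, since DN acts on their products. The table gives no separate value for the transgene, and whether its reads were counted with an endogenous gene is not known. Nr4a1 (ENSMUSG00000023034.6, chromosome 15, 101254269 to 101274795, GRCm38) was at 29.8, 28.4, 39.2, 33.7 and 30.8 CPM in DN replicates 1 to 5. In control replicates 1 to 6 it was at 41.7, 52.5, 23.8, 20.2, 32.3 and 39.1 CPM. Nr4a2 (ENSMUSG00000026826.13, chromosome 2, 57106830 to 57124003) was at 50.5, 38.4, 50.1, 55.8 and 43.9 CPM in the DN mice, and at 53.4, 64.2, 44.2, 50.4, 69.3 and 62.0 CPM in the controls. Nr4a3 (ENSMUSG00000028341.9, chromosome 4, 48045153 to 48086447) was at 55.7, 46.4, 49.5, 57.3 and 53.2 CPM in the DN mice, and at 52.3, 69.2, 49.5, 52.4, 64.9 and 74.5 CPM in the controls. The log2 fold changes with DN were -0.11 (SE 0.242) for Nr4a1, -0.26 (SE 0.136) for Nr4a2 and -0.20 (SE 0.119) for Nr4a3. None was called by edgeR, and the adjusted p was 0.999 for each. The levels of these genes therefore do not separate the DN from the control libraries.

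In experiment 2, Nr4a1 was at 28.3, 27.7, 22.05 and 22.03 CPM in SOR replicates 1 to 4 and at 19.04, 19.8, 15.4 and 19.6 CPM in homecage replicates 1 to 4. Nr4a2 was at 46.4, 46.1, 37.7 and 40.4 CPM after SOR and at 33.8, 40.5, 36.8 and 42.4 CPM in the homecage. Nr4a3 was at 39.9, 50.2, 39.1 and 40.6 CPM after SOR and at 50.1, 56.6, 39.7 and 40.8 CPM in the homecage. The log2 fold changes after SOR were 0.44 (SE 0.123) for Nr4a1, 0.15 (SE 0.103) for Nr4a2 and -0.14 (SE 0.130) for Nr4a3, with edgeR adjusted p of 0.490, 0.687 and 0.743. The 4 SOR libraries lay above the 4 homecage libraries in Nr4a1, which had an unadjusted p of 0.00391 and was not called.

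The first comparison asked which genes differed between DN and control mice after SOR. Of 22391 genes tested, 2 were called, 1 higher and 1 lower, and both were called under all 10 alternatives and in each of the 11 fits that left out 1 library. At an unadjusted p under 0.05 there were 858 genes, where chance gives about 1120. Every DN library lay on one side of every control library in 0.299% of genes, against 0.433% by chance.

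Both called genes lie on chromosome 4. Ptprf (ENSMUSG00000033295.14, a protein-coding gene with 49 exons on the minus strand, 118208213 to 118291405) was at 81.9 ± 8.19 CPM in the DN mice (SD, n = 5) and 28.8 ± 0.665 CPM in the controls (SD, n = 6). Its log2 fold change was 1.51 (SE 0.0541), with an edgeR adjusted p of 3.67e-13. St3gal3 (ENSMUSG00000028538.12, 19 exons, minus strand, 117932154 to 118134914) was at 22.7 ± 1.93 CPM against 36.7 ± 1.46 CPM, a log2 fold change of -0.69 (SE 0.0538) with an edgeR adjusted p of 2.41e-07. The gap between these genes spans 73.3 kb. Among the other 45 genes tested within 1 Mb of the pair, 5 had an unadjusted p under 0.05, all of them higher with DN.

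**Figure D1:**
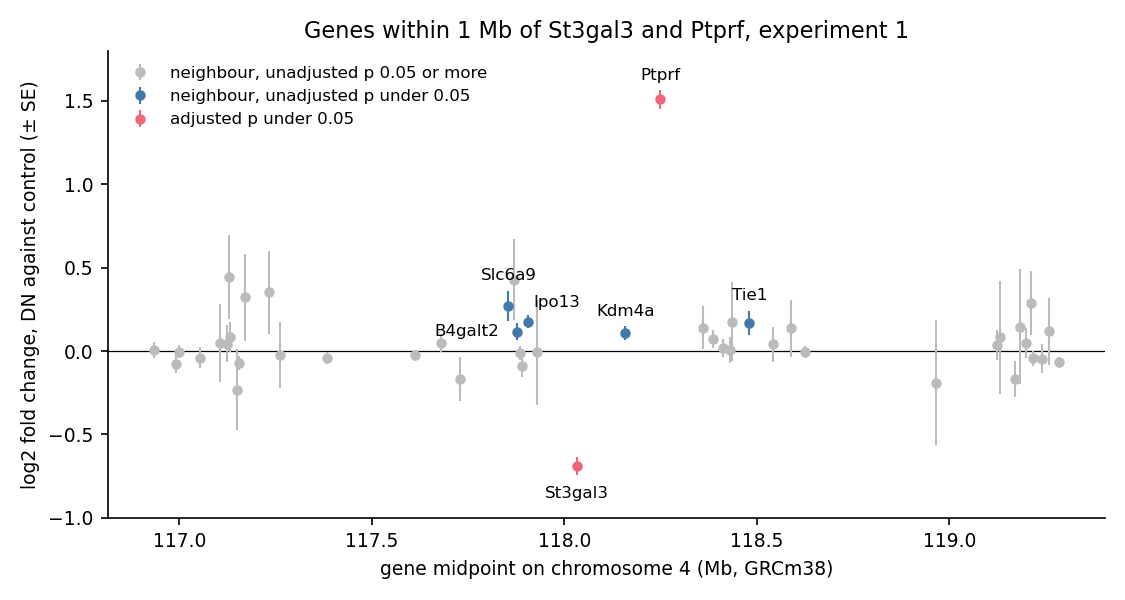
Log2 fold change of DN against control in experiment 1 (vertical axis, ± SE) by position of the gene's midpoint on chromosome 4 (horizontal axis, Mb) for Ptprf, St3gal3 and the other 45 genes tested within 1 Mb of them. Ptprf at 1.51 and St3gal3 at -0.69 lie outside the range of the 5 neighbours with an unadjusted p under 0.05, which reach 0.27.

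ER chaperones were compared between DN and control mice as a list. Because the study's title names ER chaperones, the list is not independent of these samples. All 18 genes were lower with DN, with a median log2 fold change of -0.17 and a range of -0.47 to -0.02. The camera p at the preset correlation was 2.61e-20. The estimated correlation between list members was 0.754, and with it the camera p was 0.0248 (0.111 adjusted over 18 tests), while fry gave 0.0531 (0.239 adjusted). The list score was -0.105 ± 0.0634 in the DN mice and 0.0877 ± 0.178 in the controls, a difference that an exact permutation test over 462 arrangements placed at p = 0.0541 (0.206 adjusted). Of the 6 control libraries, 2 had a score within the range of the DN libraries. Over all genes 0 of the 18 genes were called, and adjusted over the list alone 0 were called, with a smallest adjusted p of 0.0638 from edgeR. At an unadjusted p under 0.05 there were 11. The lower level of the list with DN thus fell just short of an unadjusted p of 0.05 by fry and by permutation.

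Hspa5 (ENSMUSG00000026864.13, chromosome 2, 34771970 to 34777547) was at 495 ± 50.4 CPM with DN (SD, n = 5) and 636 ± 126 CPM in the controls (SD, n = 6). Its log2 fold change was -0.36 (SE 0.145), with an unadjusted p of 0.0334 and an edgeR adjusted p of 0.999. Xbp1 (ENSMUSG00000020484.18, chromosome 11, 5520659 to 5525893) was at 106 ± 10.7 CPM against 126 ± 19.5 CPM, a log2 fold change of -0.24 (SE 0.118) with an edgeR adjusted p of 0.999. All 20 activity-regulated genes were also lower with DN, with a median log2 fold change of -0.23. Camera at the preset correlation gave p = 2.49e-11, at the estimated correlation 0.0601, and fry gave 0.140. The exact permutation p of the score was 0.208. Over all genes 0 of the 20 were called, 0 were called when adjusted over the list alone, and 2 had an unadjusted p under 0.05.

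The second comparison asked which genes changed with SOR in control mice. Of 22305 genes tested, 20 were called, all of them higher after SOR, and in all 20 the groups did not overlap. At an unadjusted p under 0.05 there were 1695 genes, 818 higher and 877 lower, where chance gives about 1115. The groups did not overlap in 5.71% of genes, against 2.86% by chance. The number of calls was sensitive to the fit: with all 19 libraries in 1 fit it was 145, without homecage replicate 1 it was 1, and without SOR replicate 3 it was 50. In tTA+ mice alone it was 0, with 374 genes at an unadjusted p under 0.05. All 20 genes stayed higher and under an unadjusted p of 0.05 in those mice.

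The called gene with the smallest p was Plin4 (ENSMUSG00000002831.13, chromosome 17, 56100591 to 56109803), at 20.4 ± 2.60 CPM after SOR and 4.77 ± 0.836 CPM in the homecage (SD, n = 4 each). Its log2 fold change was 2.10 (SE 0.145), with an edgeR adjusted p of 2.36e-04. Next were Hspa1b (chromosome 17, 34956436 to 34959238) at 0.99 (SE 0.104), Xbp1 at 0.70 (SE 0.0770), Gm19439 (chromosome 3, 88030878 to 88033150) at 1.25 (SE 0.139) and Tsc22d3 (chromosome X, 140539528 to 140600659) at 1.04 (SE 0.123) on the log2 scale. The edgeR adjusted p was 0.00879 for the first 3 of these and 0.00992 for Tsc22d3. Hspa1b has a near-identical copy, and how reads were divided between them is not known. Xbp1 was at 133 ± 6.24 CPM after SOR and 81.6 ± 4.41 CPM in the homecage.

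**Figure D2:**
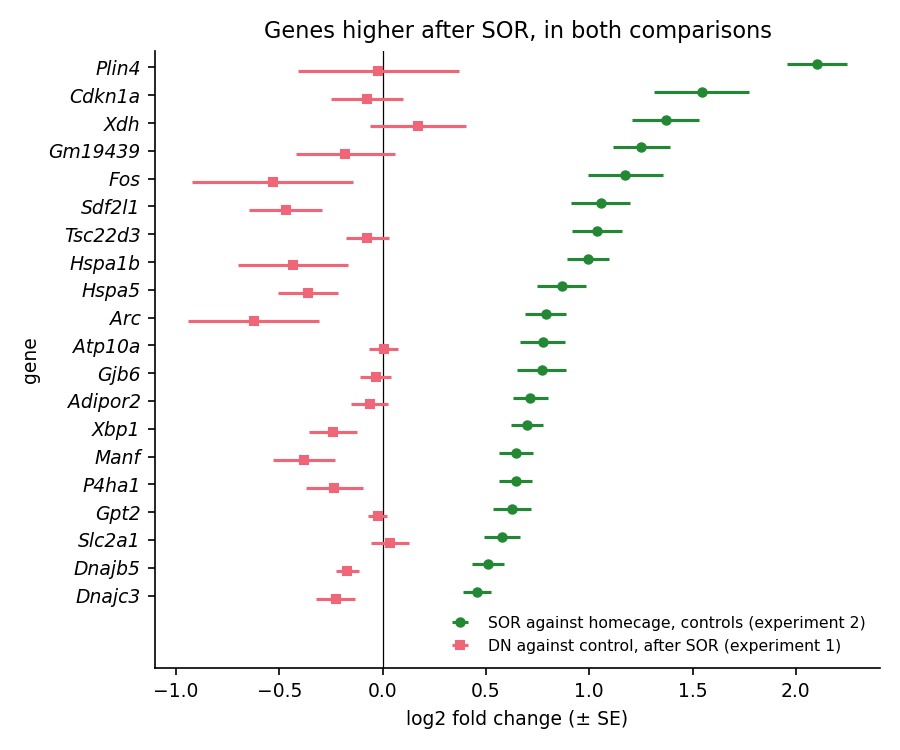
Log2 fold change (horizontal axis, ± SE) of the 20 genes called after SOR in experiment 2 (circles) and of the same genes with DN in experiment 1 (squares), ordered by the change after SOR. Changes after SOR run from 0.46 for Dnajc3 to 2.10 for Plin4, and with DN 17 of the 20 genes lie below 0.

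ER chaperones were higher after SOR in 17 of 18 genes, with a median log2 fold change of 0.39. Camera gave p = 1.16e-29 at the preset correlation and 0.00284 at the estimated correlation of 0.316, and fry gave 7.93e-04 (0.00476 adjusted over 18 tests). The list scores of the 4 SOR libraries all exceeded those of the 4 homecage libraries, with means of 0.211 ± 0.0979 and -0.211 ± 0.0975. The exact permutation p was 0.0286, the smallest that 70 arrangements allow (0.206 adjusted). Over all genes 4 were called and, adjusted over the list alone, 12. Those called over all genes were Hspa5, Sdf2l1, Manf and Dnajc3. With tTA, carried by 3 of 4 SOR and 2 of 4 homecage mice, as a covariate, 1 of these stayed called, Manf, and the edgeR adjusted p was 0.0632 for Hspa5, 0.0594 for Sdf2l1 and 0.120 for Dnajc3, while fry for the list gave 0.00286. Hspa5 was at 663 ± 105 CPM after SOR and 363 ± 37.3 CPM in the homecage (SD, n = 4 each), a log2 fold change of 0.87 (SE 0.119) with an edgeR adjusted p of 0.0228. The log2 fold changes were 1.05 (SE 0.141) for Sdf2l1 (chromosome 16, 17130138 to 17132383), 0.65 (SE 0.0822) for Manf (chromosome 9, 106838312 to 106891979) and 0.46 (SE 0.0700) for Dnajc3 (chromosome 14, 118937976 to 118981697).

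Activity-regulated genes were higher after SOR in 17 of 20 genes, with a median log2 fold change of 0.34. Camera gave p = 5.76e-16 at the preset correlation and 3.12e-04 at the estimated one, fry gave 8.44e-05 (0.00152 adjusted), and the exact permutation p was again the smallest possible, 0.0286. Over all genes 2 were called and, adjusted over the list alone, 10. Arc (chromosome 15, 74669083 to 74672570) was at 130 ± 9.62 CPM after SOR against 75.5 ± 8.87 CPM, a log2 fold change of 0.79 (SE 0.0991) with an edgeR adjusted p of 0.0131. Fos (chromosome 12, 85473890 to 85477273) was at 9.40 ± 0.865 CPM against 4.16 ± 1.06 CPM, a log2 fold change of 1.17 (SE 0.182) with an edgeR adjusted p of 0.0432. With tTA as a covariate Arc stayed called and Fos did not (edgeR adjusted p 0.0632).

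**Figure D3:**
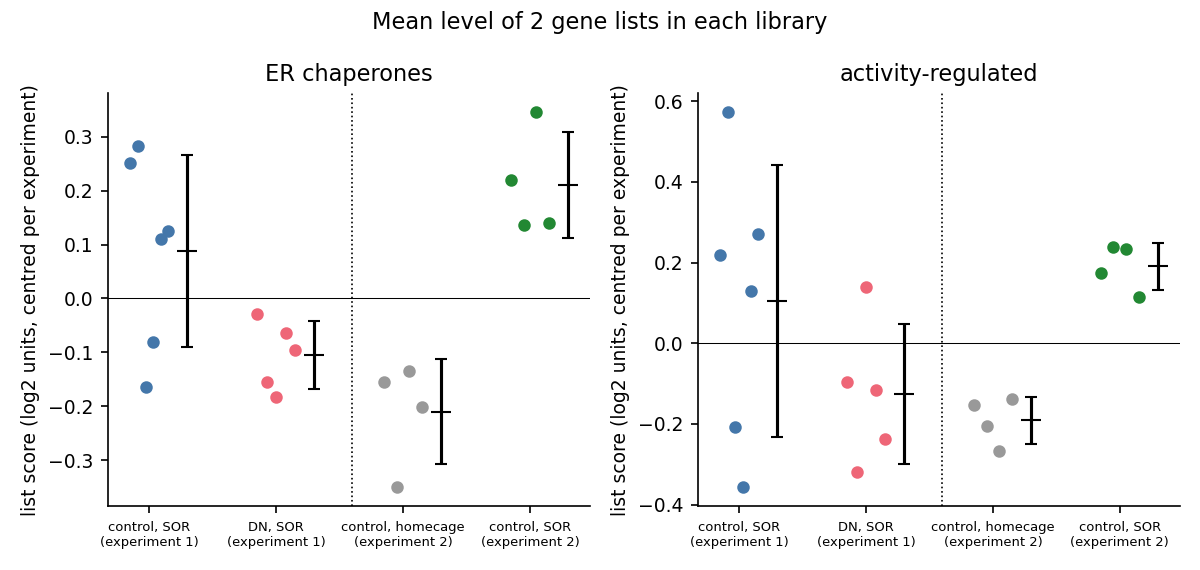
List score of ER chaperones and of activity-regulated genes in each library (points, vertical axis in log2 units centred within each experiment), with the mean and SD of each group as bars. The 4 SOR libraries of experiment 2 all lie above the 4 homecage libraries in both lists, whereas 2 of the 6 control libraries of experiment 1 lie within the range of the DN libraries for ER chaperones. Scores of the 2 experiments are centred apart and are not comparable across the dotted line.

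The comparisons were then joined to ask whether genes that rose after SOR were lower with DN; no library entered both. Of 21740 genes tested in both, 0 were called in both, where only 2 had been called with DN. At an unadjusted p under 0.05 in each comparison, 55 genes were higher after SOR and lower with DN, where 14.7 were expected (two-sided Fisher exact p = 2.45e-17), and 3 were higher in both. Fisher's test takes genes as independent, which they are not: 40 of 100 splits of the libraries of experiment 1 into 5 and 6 gave at least 55 such genes in one direction. Of the 20 genes called after SOR, 17 were lower with DN, with a median log2 fold change of -0.18. Camera gave p = 3.18e-10 at the preset correlation and 0.0191 at the estimated one, while fry gave 0.0628 and the exact permutation test of the score gave p = 0.0628. With the 4 ER chaperones left out, the score of the other 16 differed by -0.155 and the exact permutation p was 0.117. Across genes, which are not independent replicates, the changes in the 2 comparisons had r = -0.146 and rho = -0.174. Permuting the libraries of experiment 1 gave an r as far from 0 in a share of 0.405 of 462 arrangements. Permuting those of experiment 2 gave a share of 0.0286 of 70 arrangements, the smallest possible.

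The third comparison asked which genes differed by tTA genotype among the control mice of experiment 2. Of 22904 genes tested, 82 were called, 25 higher and 57 lower in tTA+ mice, and 1307 had an unadjusted p under 0.05. The number was 383 with all 19 libraries in 1 fit. It was 290 without SOR replicate 3 and 10 without SOR replicate 1. The 5 higher genes with the smallest p were Car4 (chromosome 11, 84957786 to 84966044), Blnk (chromosome 19, 40928927 to 40994535), H60b (chromosome 10, 22158586 to 22288849), Tbr1 (chromosome 2, 61802930 to 61814114) and Pmaip1 (chromosome 18, 66458533 to 66465565). Car4 was at 56.7 ± 4.71 CPM in tTA+ mice (SD, n = 5) and 16.5 ± 1.64 CPM in tTA- mice (SD, n = 3), a log2 fold change of 1.76 (SE 0.114) with an edgeR adjusted p of 1.42e-04. H60b had 76 to 314 counts in tTA+ libraries and at most 8 in tTA- libraries, and it belongs to a gene family whose members could share reads. Blnk rose by 1.88, Tbr1 by 1.63 and Pmaip1 by 1.92 on the log2 scale.

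The 5 lower genes with the smallest p were Doc2b, Pla2g2f, C1ql2, Cemip and Htr4, with log2 fold changes of -1.66, -2.78, -2.19, -1.47 and -1.22. Doc2b (chromosome 11, 75768966 to 75796049) was at 17.6 ± 1.35 CPM in tTA+ mice (SD, n = 5) and 56.9 ± 5.26 CPM in tTA- mice (SD, n = 3), with an edgeR adjusted p of 1.42e-04. C1ql2 (chromosome 1, 120340582 to 120343174) was at 19.1 ± 4.26 CPM against 86.0 ± 6.66 CPM, with an edgeR adjusted p of 3.16e-04.

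The list of genes beside the forebrain tTA insertion on chromosome 12 had a median log2 fold change of -0.78 between tTA+ and tTA- mice, with a camera p of 1.05e-12 at the preset and 0.00157 at the estimated correlation and a fry p of 2.42e-04. The exact permutation p of the score was 0.0536 (0.206 adjusted). That score leaves exposure out and averages 1 gene that rose with 5 that fell. Over all genes 5 of 6 were called and, adjusted over the list alone, 6. Lower in tTA+ mice were Wdr60 (116206262 to 116263022) at -0.94 (SE 0.133), Esyt2 (116281196 to 116391050) at -0.95 (SE 0.0913), Ncapg2 (116405402 to 116463731) at -0.84 (SE 0.140) and Ptprn2 (116485720 to 117276849) at -0.71 (SE 0.113). Vipr2 (116077726 to 116146261) was higher, at 2.65 (SE 0.297), with 3.53 ± 0.531 CPM in tTA+ mice (SD, n = 5) and 0.639 ± 0.303 CPM in tTA- mice (SD, n = 3). The edgeR adjusted p values of these 5 genes ran from 0.00151 for Esyt2 to 0.0365 for Ncapg2. Of the 82 called genes, 80 were tested in experiment 1, where every mouse was tTA+, and 79 of these had a mean level there nearer to that of the tTA+ than of the tTA- mice of experiment 2.

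**Figure D4:**
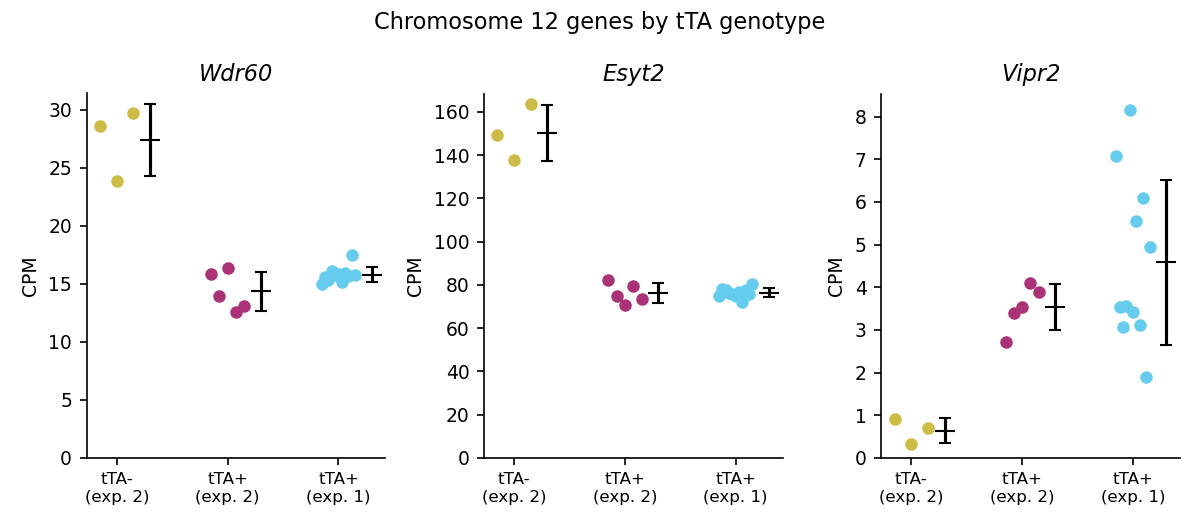
Level of Wdr60, Esyt2 and Vipr2 (CPM, axes from 0) in each library, by tTA genotype and experiment, with the mean and SD of each group as bars. In Esyt2, the tTA+ mice of experiment 2 had 76.3 ± 4.79 CPM and the tTA- mice 150 ± 13.97 CPM, and the tTA+ mice of experiment 1 lay near the tTA+ level.

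The remaining list tests were not past an adjusted p of 0.05 by fry. In the DN comparison, the median log2 fold change was -0.88 for choroid plexus (fry p 0.750), 0.20 for blood (0.586), -0.02 for oligodendrocyte (0.585) and 0.00 for the genes beside the tTA insertion (0.819). In the SOR comparison the values were 1.75 (0.301), 0.12 (0.420), 0.14 (0.298) and -0.32 (0.233). In the tTA comparison they were 0.04 for ER chaperones (0.556), -0.03 for activity-regulated genes (0.717), -0.25 for choroid plexus (0.619), 0.10 for blood (0.740) and 0.20 for oligodendrocyte (0.0895). Adjusted over 18 tests, the preset camera p was nonetheless under 0.05 for choroid plexus with SOR, at 5.38e-04, and for oligodendrocyte with tTA, at 8.23e-04, and both failed under fry and under the estimated correlation. Among the 3 tests of ER chaperones with DN, activity-regulated genes with DN and genes higher after SOR with DN, only the first and last held at the estimated correlation before adjustment, and none held under fry.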

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

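The tests of depth and of GC content or length on SOR replicate 3 were set down before their results were seen; the tests of the chromosome 4 neighbours and of library totals were chosen after Ptprf and St3gal3 and the totals had been seen. A library far from the rest of its group was looked for in 42 measures and 4 groups, 168 combinations, of which about 8.4 are expected to stand out by chance. There were 19. Each ratio below is the gap to the nearest other library divided by the range of the group. For genes it was computed on the log2 of CPM plus 0.1, whereas the levels printed beside it are CPM.

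SOR replicate 3 of experiment 2 was lowest in total counts (22258159 against 46773428 to 48377211, ratio 0.939) and in genes detected (27815 against 30974 to 31141, ratio 0.95). Depth alone argues poorly for the second: thinned to the same total, the other 3 SOR libraries would detect 28983 to 29158 genes. Its deviations from its group had a Spearman correlation of 0.611 with GC content across genes. This test decides nothing, because SOR replicate 4 reached the same size with the opposite sign and each deviation was measured against a mean that held the other library. Measured instead against the homecage mean, a choice made after that result, the correlations with GC content were 0.575 for replicate 3 and 0.00539, 0.130 and -0.224 for replicates 1, 2 and 4. A GC-dependent difference in that library may therefore contribute and stays open. No biological explanation was tested for it.

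SOR replicate 1 stood apart in 7 genes, 6 of which were called with tTA: Car4 (16.4 CPM against 54.7 to 63.2, ratio 0.893), Doc2b (56.3 at the highest, with the group's lowest at 16.3, 0.921), H60b (0.166 against 3.60 to 3.94, 0.968), Pla2g2f (7.16 against 0.903 to 1.12, 0.903), Pmaip1 (1.96 against 5.48 to 6.10, 0.905) and Vipr2 (0.312 against 2.71 to 3.89, 0.846). It was the only tTA- mouse in its group, and these genes had been chosen for differing by tTA, so these values repeat the genotype comparison. In Hspa1b it was lowest (15.9 against 18.9 to 19.5, 0.844).

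Among the genes called with DN, Ptprf was lowest in DN replicate 1 (67.4 CPM against 83.3 to 86.9 in the other DN mice, ratio 0.832), still above the highest control at 29.8 CPM. St3gal3 was lowest in DN replicate 5 (19.4 against 23.0 to 24.3, 0.754). Library totals do not account for the pair, since they did not separate DN from control mice (exact permutation p = 0.323) while both genes did. What made single DN mice differ was not tested.

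The other measures that stood out were Esyt2 in DN replicate 5 (80.5 CPM, ratio 0.713) and in control replicate 5 of experiment 1 (72.0 CPM, 0.658), Gm19439 in DN replicate 4 (4.01 against 7.54 to 8.97 CPM, 0.784), Manf in homecage replicate 2 (32.5 against 37.0 to 37.1 CPM, 0.968), Nr4a1 in homecage replicate 3 (15.4 against 19.04 to 19.8 CPM, 0.845), Nr4a3 in SOR replicate 2 (50.2 against 39.1 to 40.6 CPM, 0.853), Plin4 in control replicate 3 of experiment 1 (27.1 against 12.6 to 15.9 CPM, 0.701) and genes detected in DN replicate 4 (32152 against 30904 to 31135, 0.815), the deepest DN library. Without the 6 that follow tTA there were 13, above the 8.4 that chance gives for the whole set, and no explanation was tested for these measures.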

How the results depend on the processing

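In the DN comparison, the count of 2 genes and the genes themselves were the same under all 10 alternatives and in all 11 fits that each left out 1 library, with 2 genes as the lowest and the highest count. Ptprf ranged from 1.49 to 1.57 and St3gal3 from -0.72 to -0.64 on the log2 scale. The count of genes called higher after SOR and lower with DN was 0 in every fit in which it was computed (0 to 0 over the 19 fits that left out 1 library). It could not exceed 1, because St3gal3 was the only gene called lower with DN, so its stability says little. At an unadjusted p under 0.05, 55 genes passed in the fits as reported.

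The count of genes called after SOR was 20. It was within 1.5 times that number with DESeq2 size factors (20), upper quartile scaling (15), at least 10 counts in every sample (16) and limma-voom (21). It rose to 35 at an adjusted p under 0.1, 36 with no filter on low counts, 122 with DESeq2 (101 higher and 21 lower), 43 with 1 surrogate variable and 145 with all 19 libraries in 1 fit. It fell to 11 with tTA as a covariate, 10 of them among the 20, and to 0 in tTA+ mice alone, where 3 libraries faced 2 and 374 genes had an unadjusted p under 0.05. Across the 8 fits that each left out 1 library it ran from 1 to 50. It was 1 without homecage replicate 1, 2 or 3, 2 without SOR replicate 1, 7 without homecage replicate 4, 13 without SOR replicate 2 and 50 without SOR replicate 3. All 20 genes kept their direction in each of these fits. An alternative chosen after seeing the data, tTA as a covariate without SOR replicate 3, gave 48 genes, including all 20. Another such alternative, the log2 CPM of Ttr as a covariate, gave 30 (26 higher and 4 lower), including all 20. The fits with fewer mice have fewer degrees of freedom; the cause of the other changes was not tested.

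The count of genes called with tTA was 82. DESeq2 size factors gave 83, upper quartile scaling 81, at least 10 counts in every sample 74 and limma-voom 93. The count was 133 at an adjusted p under 0.1, 265 with no filter on low counts, 253 with DESeq2, 287 with 1 surrogate variable and 383 with all 19 libraries in 1 fit. Across the 8 fits that left out 1 library it ran from 10 without SOR replicate 1, the only tTA- mouse exposed to SOR, to 290 without SOR replicate 3. It was 24 without homecage replicate 1 or 3, 25 without homecage replicate 2 and 22 without homecage replicate 4. The cause was not tested.

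Lists with DN depended on the test. The median change of ER chaperones was -0.17 under fry, whose p was 0.0531 beside an exact permutation p of 0.0541, and the p over 7 alternatives ran from 4.78e-24 to 0.0531. Leaving out 1 library gave medians from -0.22 to -0.14. For the genes called after SOR, the median with DN was -0.18 under fry, whose p equalled the exact permutation p of 0.0628, and the p over 7 alternatives ran from 1.97e-16 to 0.0628. Leaving out 1 library of either experiment gave medians from -0.23 to -0.08, the smallest without SOR replicate 4. The set changed only where the library was from experiment 2. Without homecage replicate 1, 2 or 3 or SOR replicate 1 too few genes were called. In those fits the higher genes with the smallest p were taken, called or not. The preset camera test assumes a correlation of 0.01 between genes, against 0.754 estimated for ER chaperones with DN. ER chaperones and activity-regulated genes after SOR kept their direction in all 8 alternatives each and in the 8 fits that left out 1 library, with medians from 0.34 to 0.45 and from 0.27 to 0.40 in the latter. Fry, run in those 8 fits after the data had been seen, gave a highest p of 0.00342 for ER chaperones and 5.47e-04 for activity-regulated genes.

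The replicate numbers were not taken to pair the libraries, because the labels give them no shared litter or day and not every pair of libraries with the same number correlated above 0.1. Deviations from the group means correlated at -0.0590 to 0.329 in experiment 1 (5 pairs, mean 0.1005, against -0.0186 over 25 pairs with different numbers). In experiment 2 they correlated at 0.0745 to 0.525 (4 pairs, mean 0.242, against -0.0826 over 12 such pairs), so that pairing there is not excluded. With the replicate number as a block, 2 genes were called with DN and 9 after SOR, all 9 among the 20, and the list medians kept their direction.

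Of the single genes named, 3 values changed sign. Nr4a1 with DN was at 0.000889 with the replicate block and at 0.0499 without control replicate 2, and Nr4a3 after SOR was at 0.106 in tTA+ mice alone; none of these genes was called in any fit, and the cause was not tested. For genes named after SOR, 219 other combinations of gene and alternative were unchanged and 74 kept the direction without staying called. For those named with tTA the numbers were 220 and 19, and for those named with DN 138 and 0. Unchanged includes genes not called in the fits as reported that stayed uncalled. These were the Nr4a genes after SOR and with DN, and Hspa5 and Xbp1 with DN. The unchanged counts of these comparisons thus overstate how stable the calls were. Upper quartile scaling moved the median of all genes to -0.03 after SOR, and no scaling moved it further. Depth limits genes of low count most in experiment 2, where SOR replicate 3 held 22258159 counts.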

Other observations

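Of the tests here, those of the chromosome 4 and chromosome 12 neighbours, of the smallest p over splits, of choroid plexus tissue, of the values that cell type markers allow and of the relation between the list scores were chosen only after the results they bear on had been seen. Those of the glucocorticoid, clock and cell type lists were chosen after the calls they bear on had been seen, but before the lists were tested. The others were set down before.

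The 2 calls with DN lie 73.3 kb apart on chromosome 4, with Kdm4a between them at a log2 fold change of 0.11 (SE 0.0407). By number of calls alone they are not unusual: 6 of 100 splits of the 11 libraries into 5 and 6 gave 2 or more calls, and 1 split gave 23. By strength they are, a test added after the first had been seen: the smallest p of the real split was 1.64e-17 and only 1 of 100 splits, the real one, reached it, the lowest elsewhere being 2.10e-08. Within 1 Mb of the pair, 5 of 45 other genes (11.1%) had an unadjusted p under 0.05, against 851 of 22344 elsewhere (3.81%; two-sided Fisher exact p = 0.0279). These were Slc6a9, B4galt2, Ipo13, Kdm4a and Tie1, named after their values were seen, and 1 of them, Ipo13, passed adjustment over the neighbours (0.0103). A candidate explanation is a local effect of the inserted transgene rather than a response to its product. A variant linked to the transgene, reads shared with the construct, or a direct effect on the 2 genes was not tested, and neighbouring genes are not independent.

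The 20 genes called after SOR were not matched by another split: 1 of 35 splits of the 8 libraries, the real one, gave 20 or more calls, and 4 was the highest elsewhere. With tTA as a covariate, 3 of 35 splits gave 11 or more. The other 2 splits set the tTA- mice with a single further library against the rest, so that given the covariate they compare 1 library, SOR replicate 3 or SOR replicate 2, with the others. The 82 calls with tTA were reached in 2 of 56 splits; in the second, exposure in the model again left SOR replicate 3 alone against the others. With 1 library on a side, these splits have no replicates for the contrast.

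Choroid plexus tissue was uneven between dissections. Ttr, its most abundant transcript, ran from 9.46 to 2010 CPM among the SOR libraries of experiment 2 and reached 131 CPM at most in the homecage. It is not the whole cause of the 20 calls: with the log2 CPM of Ttr as a covariate all 20 genes stayed called, with a median log2 fold change of 0.80 against 0.78 without it, while that of the choroid plexus list went from 1.75 to 0.04. For ER chaperones with DN it stays open. Among the 7 libraries of experiment 1 with Ttr under 50 CPM, 3 DN and 4 control, the score difference was -0.112, against -0.193 over all 11, with an exact permutation p of 0.286. Among the others, 2 and 2, it was -0.360. The samples are too few to tell these values apart.

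The 20 genes include Tsc22d3, Plin4 and Cdkn1a, which glucocorticoids can induce. A list of 10 other glucocorticoid-regulated genes was higher after SOR in all 10, with a median log2 fold change of 0.52 and a fry p of 5.23e-04 (0.00785 adjusted over 15 tests); 0 were called singly and 9 had an unadjusted p under 0.05. This may indicate that part of the difference between SOR and homecage mice is a stress hormone response, which handling or novelty could raise apart from learning. Several of these genes also respond to neuronal activity, and hormone levels were not measured. With DN the list did not shift (median -0.05, fry p 0.452). The clock list did not shift with SOR as a set (median -0.02, fry p 0.381), with members in both directions, so that time of collection cannot be told apart from SOR here. With DN the clock list was lower (median -0.12, fry p 0.0276, 0.0871 adjusted). It was also lower with tTA (median -0.10, fry p 0.0143, 0.0717 adjusted). Neither was past adjustment. With DN, 9 of its 11 genes were lower and 2 higher, and 5 had an unadjusted edgeR p under 0.05. A difference in time of collection between DN and control mice is therefore not excluded. After SOR, medians were 0.00 for granule cell (fry p 0.901), 0.08 for CA1 (0.638) and -0.04 for CA3 markers (0.423). With DN they were 0.00 (0.681), -0.03 (0.301) and 0.00 (0.500).

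Scores of ER chaperones and of activity-regulated genes were compared across animals. As deviations from group means over 19 libraries, the 2 scores had r = 0.664 (permutation p 0.03) and rho = 0.463 (permutation p 0.093), and r = 0.468 without the 2 libraries farthest from the median. Within experiment 1 (11 libraries) r was 0.759 (permutation p 0.034) and rho 0.664 (0.055). Within experiment 2 (8 libraries) r was 0.173 (permutation p 0.64) and rho -0.143 (0.75), so the relation was not seen in the second batch. Within the 6 control mice of experiment 1 it had r = 0.908 (exact permutation p 0.0208), rho = 0.886 (exact permutation p 0.0333) and r = 0.921 without the 2 farthest. Over the 13 libraries of the other 3 groups r was -0.0329 (permutation p 0.91) and rho -0.115 (0.72). Within those groups r was -0.211 in the 5 DN mice, -0.0833 in the 4 homecage mice and 0.430 in the 4 SOR mice of experiment 2. Each group has too few libraries for a correlation of its own. Whether the relation is confined to the controls of experiment 1 was not tested. Differences in how strongly each animal was activated may account for part of the lower chaperone level with DN. At equal activity score the DN difference in ER chaperones was -0.105 (exact permutation p 0.123), against -0.193 without that adjustment. This takes 1 slope for both groups. Equal slopes were not tested, and r was 0.908 in the controls but -0.211 in the DN mice, so the adjusted difference is uncertain. With these numbers an effect of DN cannot be told apart from a difference in activity.

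The overlap of 55 genes between the comparisons was matched or exceeded in either direction by 40 of 100 splits of experiment 1, with a median of 45 and a highest of 234 elsewhere. An axis of variation between animals that resembles the SOR response may therefore produce such an overlap without DN.

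The segment from Vipr2 to Ptprn2 on chromosome 12 held 11 tested genes, and the 10 other than Vipr2 were all lower in tTA+ mice. Of these 4 were called lower, against 53 of 22893 genes elsewhere (two-sided Fisher exact p = 7.16e-09), at 51.7 to 60.9% of the tTA- level. That is consistent with the loss of 1 copy of the segment beside the inserted transgene; the rise of Vipr2 at its edge needs another explanation. Of the 82 genes called with tTA, 25 were higher (median 1.35) and 57 lower, 29 of them with a log2 fold change under -1 (median -1.34) and 28 with smaller falls (median -0.77). Of the granule cell, CA1 and CA3 markers 0 were among the 82. Tested over all genes, granule cell markers fell as a list (9 of 10 lower, median -0.31, fry p 0.0290), but not past adjustment (0.0871). CA3 markers also fell (median -0.12, fry p 0.0107, 0.0717 adjusted) and CA1 markers did not (median 0.01, fry p 0.652). With tTA the glucocorticoid list was at -0.04 (fry p 0.592). A smaller share of a cell type lowers the markers confined to it at least as far as other genes and raises those of other types. The lowest log2 fold change that any marker allowed, taken 2 SE below its value, was -1.03 for granule cells, -0.624 for CA1 and -0.680 for CA3. If the markers are confined to their types, set against the medians this argues against a smaller share of CA1 or CA3 cells as the whole cause of either set of falls. For granule cells it argues only against being the whole cause of falls beyond -1.03. The 29 were chosen for lying under -1, so their median lies near or beyond that bound by choice. For the 28, which include the 4 genes of the segment, a smaller share of granule cells cannot be told apart from changes within cells, because 3 of the 10 markers allow a fall as large as their median. The median of the 25 rises exceeds what the markers of the other types allowed, 2 SE above their values: 0.576 at most if granule or CA3 cells were lost and 0.308 if CA1 cells were. A part in each set, or a loss within a subtype, stays open. With control mice of both tTA genotypes in experiment 2, tTA differences could enter a comparison as a second genotype; in experiment 1 all mice were tTA+.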
